A study of Rattus norvegicus with 4 samples.

How the data were processed

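Nuclei of frozen adipose tissue from male Dahl salt-sensitive rats aged 16 weeks were profiled by droplet-based RNA sequencing. The samples were 2 libraries from thoracic aorta perivascular adipose tissue (taPVAT) and 2 libraries from subscapular brown adipose tissue (BAT). Each tissue has a replicate 1 and a replicate 2. The labels do not say whether one rat gave both tissues, and they give no date, batch or day for a replicate number.

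Per the labels, about 50 mg of tissue per sample went through a commercial nuclei isolation kit and a 3-prime gene expression kit (10x Genomics, version 3.1) with a target of 10000 nuclei. Per the file headers, Cell Ranger 7.1.0 made the matrices. The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and barcode for 32883 genes named by Ensembl ID and symbol. Every barcode in them has at least 500 UMIs, so lower barcodes had been left out before deposit by a rule that is not stated. The genome build, the annotation release and the handling of introns are not given in the sources used here, so no coordinates are printed. Without the counting settings, overlapping genes, such as neighbouring Hox genes, and genes with near-identical copies are uncertain.

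Barcodes with at least 500 detected genes were kept, 12336 to 42979 per library. Doublets, meaning droplets with more than 1 nucleus, were scored per library with Scrublet as implemented in scanpy 1.11.5, at an expected rate of 0.8% per 1000 barcodes. It called 11.8% of barcodes in taPVAT replicate 1, 5.58% in BAT replicate 1 and 9.39% in BAT replicate 2. In taPVAT replicate 2 it called 3 of 12336 barcodes and was judged to have failed, since under 0.5% were called. There the 419 barcodes with the highest scores were removed, 3.40% of them, at the median ratio of called to expected share in the other libraries (0.344). This left 37895 and 11917 nuclei in taPVAT replicates 1 and 2, and 32625 and 24278 in BAT replicates 1 and 2.

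The design had named an upper limit of 5% mitochondrial UMIs, and this was dropped after the data were seen. The limit would have kept 22.5% of adipocyte nuclei, but 4.07% of fibroblast and 2.74% of vascular endothelial nuclei, whose median depth is lower. The values reported here use no mitochondrial limit, and the limit of 5% was run as an added alternative. A limit of 1% would have left 3 to 13 barcodes per library.

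Counts were scaled per nucleus and log-transformed, 3000 variable genes were chosen across libraries, and 30 principal components, 15 neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 1 gave 42 clusters of at least 20 nuclei. No integration of libraries was applied, so clusters can follow a library. Clusters were named from 15 marker lists. A list needed 5 markers that reached 20 CPM in some cluster, and the mast cell, neuron and skeletal muscle lists, with 1, 2 and 3 such markers, named nothing. A cluster took a non-adipocyte name at a mean relative marker level of at least 0.3. It was called mixed when a second list reached 0.2, where the 2 endothelial lists did not count against each other and the erythroid or platelet and proliferating lists did not count. It was also called mixed when its best list lay between 0.15 and 0.3, except that a Schwann list below 2 times its median over clusters was passed over for the next list. Other clusters were called adipocytes at an adipocyte level of at least 0.5, and mixed if at least 2 of their 10 top genes were markers of another class. A cluster was left unnamed below this level, or when its 10 top genes held more markers of another class than of its own. A marker that another class reached at 0.5 of its level or more was not counted among the top genes. The marker lists were fixed in advance, while these levels were set on the data. CPM here means UMIs of a gene per 1e6 UMIs of a library, or of a class in a library.

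UMI counts were summed per library, and per library and class where each library held at least 20 nuclei of the class. Genes were compared between the tissues, taPVAT over BAT, with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment within each fit. The threshold was an adjusted p of 0.05. A gene past it is called. A further edgeR fit of adipocyte and fibroblast sums, with the library as a term, tested whether the difference between the tissues differs between these classes. Class shares were compared by an exact two-sided permutation test of the difference in means, for which 0.333 is the smallest p that 2 against 2 libraries allow, with Benjamini-Hochberg adjustment over 14 classes. Wilson 95% intervals and limits of 3 counts for a count of 0 cover counting error only. The thermogenic, mechanotransduction, vasoactive and positional gene lists were tested in adipocytes and in fibroblasts with fry of limma 3.58.1, in its directional and mixed forms, with adjustment over the 8 tests of each form.

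The comparisons, marker lists, gene lists, alternatives and the rule for naming genes were chosen before the data were examined, apart from the choices said here to have been made later. The rule names, among called genes with a symbol, separated libraries and a mean of at least 50 CPM in the higher tissue, up to 5 per direction in adipocytes and up to 3 elsewhere. Where no gene was called, it names the 2 smallest p-values per direction under the same conditions. It also names Ucp1 and Piezo1 in each class, list members past the threshold in adipocytes or fibroblasts, and genes of the sex chromosomes. Mitochondrial genes lie outside it.

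The alternatives were RLE scaling, DESeq2 1.42.0, no low-count filter beyond 1 count, the replicate number as a block, each library left out in turn, at least 1000 genes per nucleus, no doublet removal, equal numbers of nuclei per library, Leiden resolutions of 2 and 0.5, and shares of non-adipocyte nuclei. For non-adipocyte classes a further alternative kept only genes at least as high in the class as in adipocytes. The lists were also tested with camera at a preset correlation and without Ucp1. For differences between replicate numbers, lists of clock, immediate early and heat shock, lipid synthesis and fasting genes were set against 10000 random lists matched on mean expression.

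The fits were tested on simulated counts with 200 changed genes. At the spread estimated from these libraries, edgeR recovered 15.5% of them in all nuclei, 7.5% in adipocytes, 19.0% in fibroblasts, 14.0% in vascular endothelial nuclei, 33.0% in mural nuclei, 36.0% in myeloid nuclei, 29.0% in T or NK lymphocytes and 11.5% in the fit across classes. Of the genes it called there, 6 of 37, 2 of 17, 4 of 42, 4 of 32, 10 of 76, 10 of 82, 5 of 63 and 3 of 26 had not been changed, in the same order, a share above the 5% aimed at in each. A single called gene can therefore be a false call. At a dispersion of 0.01 the same fits recovered between 47.5% and 91.5%. In the adipocyte simulation the directional form of fry gave an unadjusted p of 0.0229 for a list of 20 genes raised 2-fold. For an unchanged list it gave 0.571. The reported list tests are adjusted over 8 tests, so the simulation does not show that such a rise would pass the threshold.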

Results

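Nuclear RNA was measured in 2 taPVAT and 2 BAT libraries, to describe the cells of the fat around the thoracic aorta with a classical brown fat depot beside it. The files held 44637 barcodes in taPVAT replicate 1, 14765 in taPVAT replicate 2, 36950 in BAT replicate 1 and 29552 in BAT replicate 2. Their totals were 157446484, 63654436, 158140959 and 92939355 UMIs, in the same order. The median barcode held 2972, 4027, 3698 and 2602 UMIs, and the median share of mitochondrial UMIs was 7.57%, 7.67%, 7.28% and 10.7%. One gene, AC134224.3 (ENSRNOG00000062158), took between 12.7% and 14.1% of the UMIs of each library. The labels state male animals. Eif2s3y lay between 45.1 and 51.3 CPM and Kdm5d between 59.6 and 94.4 CPM in the 4 libraries, while Ddx3y had 0 UMIs in 3 libraries and 1 UMI in BAT replicate 2. Reads shared with relatives of these genes on the X chromosome were not examined, and Xist and Uty were not used here.

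The kept nuclei fell into adipocyte-like, fibroblast-like or mesenchymal-like, vascular endothelial-like, lymphatic endothelial-like, mural-like, myeloid-like, T or NK lymphocyte-like, B lymphocyte-like, Schwann cell-like, mesothelial-like, proliferating and erythroid or platelet-like classes, a mixed class and an unnamed rest. The suffix is dropped from here on. The names rest on marker genes alone. The adipocyte class held 78368 nuclei with a median of 3530 UMIs, the fibroblast class 3661 nuclei with a median of 1810 UMIs and the vascular endothelial class 6433 nuclei with a median of 1487 UMIs. The larger adipocyte clusters mostly followed the library. Clusters 0 and 5 held 48.3% and 24.8% of the adipocytes of taPVAT replicate 1, and cluster 6 held 69.7% of those of taPVAT replicate 2. Clusters 1 and 2 held 42.1% and 41.1% of the adipocytes of BAT replicate 1, and clusters 3 and 4 held 42.1% and 43.0% of those of BAT replicate 2. Other adipocytes shared a cluster between same-numbered libraries. Cluster 7 held 5.92% and 7.89% of the adipocytes of replicate 1 of taPVAT and BAT. Cluster 9 held 7.92% and 9.76% of those of replicate 2. Cluster 3 also held 14.5% of the adipocytes of taPVAT replicate 2. Of the vascular endothelial clusters, 10 and 19 followed the replicate number. Cluster 14 held 24.3% to 31.4% of the vascular endothelial nuclei of each library, and cluster 29 held 3.07% to 17.8%. Cluster 10 held 54.5% and 66.5% of these nuclei in replicate 1 of taPVAT and BAT against 5.22% and 1.38% in replicate 2, and cluster 19 held 0.367% and 2.08% against 61.0% and 64.1%. Fibroblasts lay in clusters 13 and 17, and cluster 13 held 38.8% and 60.1% of the fibroblasts of taPVAT replicates 1 and 2, and 76.4% and 64.6% of those of BAT replicates 1 and 2.

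RNA of adipocytes was present in the other classes. In fibroblasts the median of the 12 adipocyte markers lay at 60.3% and 30.5% of their level in adipocytes in taPVAT replicates 1 and 2, and at 43.0% and 56.4% in BAT replicates 1 and 2. In T or NK lymphocytes it lay between 75.1% and 85.3%, and in proliferating nuclei between 93.3% and 98.1%. Values of adipocyte genes in the non-adipocyte classes whose genes were compared between the tissues were therefore read as background. Proliferating nuclei are not among these classes. They had a median of 3822.5 UMIs and 6.86% mitochondrial UMIs, near the 3530 and 7.32% of adipocytes. Whether they are adipocytes themselves was not tested, so their adipocyte RNA is not read as background.

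Class shares show how the tissues differ in cell make-up. Adipocytes made up 73.0% ± 4.47 (SD, n = 2) of taPVAT nuclei and 75.0% ± 2.07 (SD, n = 2) of BAT nuclei. Fibroblasts made up 4.27% ± 1.35 against 3.12% ± 0.159, vascular endothelial nuclei 5.60% ± 2.24 against 5.79% ± 1.10, and mural nuclei 2.24% ± 0.253 against 2.05% ± 0.357. Myeloid nuclei made up 3.0% ± 0.914 against 2.25% ± 0.0869, and T or NK lymphocytes 1.48% ± 0.409 against 1.48% ± 0.241. In each of the 14 classes the adjusted p of the exact two-sided permutation test was 1, and the unadjusted p lay between 0.333, the smallest that this design allows, and 1. No class difference can therefore pass the threshold in this test. Of the alternatives, the limit of 5% mitochondrial UMIs moved the adipocyte difference most, from -2.01 to 10.5 percentage points. Whether droplets held background RNA alone was not tested. Since that background holds RNA of adipocytes, such droplets could be counted as adipocytes. Cluster 12, named adipocyte, had a median of 1328 UMIs and 21.2% mitochondrial UMIs, against 3530 and 7.32% in the class. The adipocyte shares are therefore uncertain beyond the spread given.

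Lymphatic endothelial nuclei made up 0.879% of taPVAT replicate 1 (95% Wilson interval 0.790% to 0.978%) and 0.428% of taPVAT replicate 2 (0.326% to 0.562%), against 0.0736% of BAT replicate 1 (0.0494% to 0.109%) and 0.0659% of BAT replicate 2 (0.0406% to 0.107%). The mean difference of 0.584 percentage points was 0.358 without taPVAT replicate 1 and 0.809 without taPVAT replicate 2. Mesothelial nuclei made up 1.15% of taPVAT replicate 1 (95% Wilson interval 1.04% to 1.26%) and 0.722% of taPVAT replicate 2 (0.585% to 0.890%). In BAT none were found among 32625 nuclei of replicate 1, which allows a share of up to 0.00920%, and none among 24278 nuclei of replicate 2, which allows up to 0.0124%. For both classes each taPVAT library lay above each BAT library, and the exact permutation p was 0.333.

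Libraries with the same replicate number shared differences that the tissue does not explain, so differences were also taken within each number. In percentage points, taPVAT minus BAT, the lymphatic difference was 0.805 in number 1 and 0.362 in number 2, and the mesothelial difference was 1.15 and 0.722. The fibroblast difference was 0.0895 and 2.22, the myeloid difference 0.0344 and 1.45, and the mural difference 0.256 and 0.110. The sign changed between the numbers for adipocytes (-6.63 and 2.61), vascular endothelial nuclei (2.17 and -2.55) and T or NK lymphocytes (0.125 and -0.114). It also changed for the mixed class (1.80 and -4.83), B lymphocytes (0.0472 and -0.0138), Schwann cells (0.0860 and -0.293) and the unnamed rest (0.126 and -0.105). Leaving out taPVAT replicate 1 turned the mean adipocyte difference to 1.15 and the T or NK difference to -0.284. Leaving out BAT replicate 2 turned the T or NK difference to -0.165 and the vascular endothelial difference to 0.588, and the latter was 1.39 without taPVAT replicate 2. The mural difference was -0.0691 without BAT replicate 1, 0.435 without BAT replicate 2, 0.362 without taPVAT replicate 1 and 0.00386 without taPVAT replicate 2. The fibroblast difference of 1.15 was 0.202 without taPVAT replicate 2 and 2.10 without taPVAT replicate 1, and the myeloid difference of 0.742 was 0.0959 and 1.39, in the same order.

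**Figure D1:**
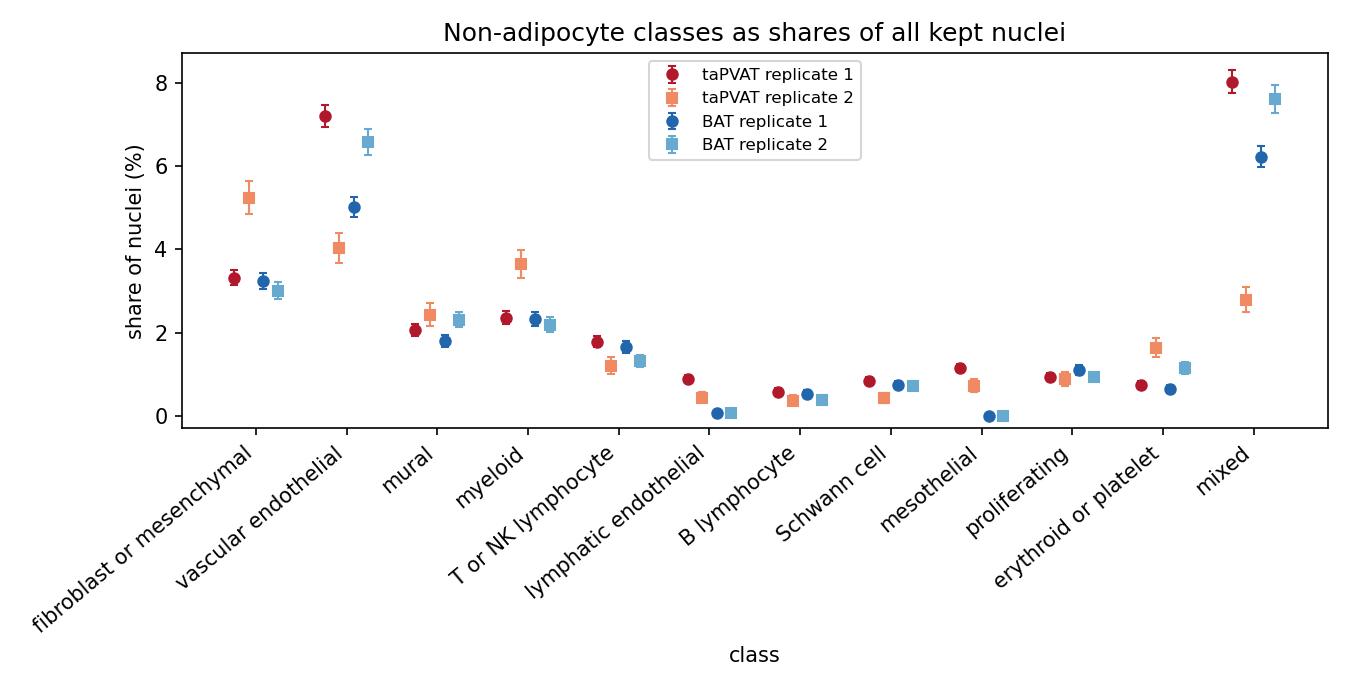
Share of kept nuclei in percent (vertical axis) for each non-adipocyte class (horizontal axis), with 1 point per library, bars for 95% Wilson intervals, circles for replicate 1 and squares for replicate 2. Both taPVAT libraries lie above both BAT libraries for lymphatic endothelial nuclei, at 0.879% and 0.428% against 0.0736% and 0.0659%, and for mesothelial nuclei, which were not found in BAT. They also do so for fibroblasts and myeloid nuclei, where taPVAT replicate 1 lies close to BAT replicate 1.

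When the libraries were grouped by replicate number instead of tissue, edgeR called 1893 genes in all nuclei, 2194 in adipocytes, 1146 in vascular endothelial nuclei, 588 in T or NK lymphocytes and 430 in myeloid nuclei. It called 0 in fibroblasts and 0 in mural nuclei. The crossed grouping, taPVAT replicate 1 with BAT replicate 2, called 0 in all of these fits. DESeq2 was not run on these regroupings.

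The comparison of all nuclei asks which genes differ between the whole tissues. The edgeR test called 0 of 16753 genes, with a smallest adjusted p of 0.152, while 489 genes had an unadjusted p under 0.05 and DESeq2 called 108. The count was 45 without BAT replicate 1 and 46 without BAT replicate 2. The libraries of the tissues did not overlap for 21.4% of genes. Chance gives 33.3% only if the 4 libraries were exchangeable, which the differences shared by same-numbered libraries speak against. With the replicate number as a block edgeR called 301 genes, the 4 named next among them. Without a block none of these 4 was called by edgeR with 4 libraries. They had the smallest edgeR p-values among genes named by the rule. Slit2 and Asic2 were higher in taPVAT with log2 fold changes of 2.25 and 4.17, and Impdh1 and Stk39 were lower at -1.73 and -0.997. In both replicate numbers each gene had this direction. DESeq2 called Slit2, Asic2 and Impdh1. In edgeR Slit2 and Asic2 passed the threshold without either BAT library, with log2 fold changes of 2.19 and 3.91 without BAT replicate 1 and 2.27 and 4.43 without BAT replicate 2, and Impdh1 passed it without BAT replicate 2 (-2.05). Asic2 did not pass without taPVAT replicate 1 (2.91) or without taPVAT replicate 2 (4.82).

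In adipocytes the question is what sets apart the adipocytes of taPVAT. The edgeR test called 0 of 15484 genes, with a smallest adjusted p of 0.362, while 327 genes had an unadjusted p under 0.05 and DESeq2 called 56. With the replicate number as a block edgeR called 337 genes, although the labels do not establish same-numbered libraries as pairs. The 4 genes that the rule names below were among them. Differences shared by same-numbered libraries enter the spread of the test without a block. Its count of 0 therefore does not show that the adipocytes of the tissues are alike. The count was 113 without BAT replicate 1, 115 without BAT replicate 2 and 3 without taPVAT replicate 2. The rule named 4 uncalled genes, and each of them had its direction in both numbers. Slit2 (ENSRNOG00000003840) measured 69.6 ± 6.31 CPM (SD, n = 2) in taPVAT and 16.8 ± 0.281 CPM in BAT, a log2 fold change of 2.08 ± 0.25 (SE) with an edgeR adjusted p of 0.458. Asic2 (ENSRNOG00000058308) measured 108 and 27.2 CPM in taPVAT replicates 1 and 2 and 1.56 and 2.11 CPM in BAT replicates 1 and 2, a log2 fold change of 5.21 ± 0.74 with an edgeR adjusted p of 0.635. Impdh1 (ENSRNOG00000020032) measured 36.8 ± 9.61 against 127 ± 48.4 CPM, a log2 fold change of -1.75 ± 0.35, and Stk39 (ENSRNOG00000024808) 58.8 ± 6.25 against 127 ± 3.93 CPM, a log2 fold change of -1.08 ± 0.25, both at an edgeR adjusted p of 1. Slit2 passed the threshold without BAT replicate 1 (log2 fold change 1.98) and without BAT replicate 2 (2.14). Asic2 passed it without BAT replicate 1 (4.92), without BAT replicate 2 (5.48) and without taPVAT replicate 2 (5.87), but not without taPVAT replicate 1 (3.92), and Impdh1 passed it without BAT replicate 2 (-2.07). DESeq2 called Slit2, Asic2 and Impdh1.

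**Figure D2:**
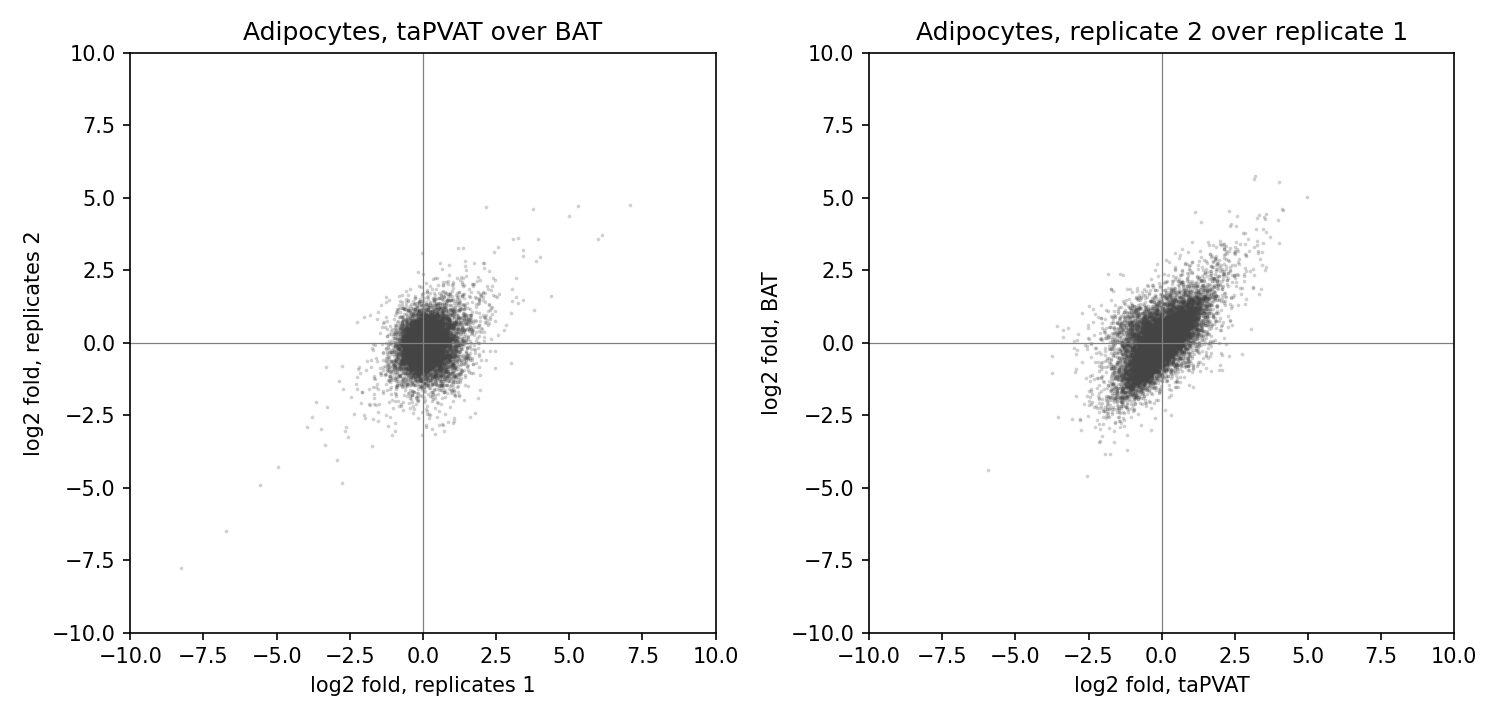
Log2 fold changes of adipocyte sums with 1 point per gene, between the tissues within replicate number 1 (horizontal axis) and number 2 (vertical axis) on the left, and between the replicate numbers within taPVAT (horizontal axis) and BAT (vertical axis) on the right. With edgeR on 4 libraries and no block, grouping by tissue called 0 genes and grouping by replicate number called 2194. DESeq2 called 56 by tissue and was not run by number.

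Ucp1 (ENSRNOG00000003580), which encodes the uncoupling protein of brown fat, measured 935 and 458 CPM in adipocytes of taPVAT replicates 1 and 2 and 1542 and 660 CPM in those of BAT replicates 1 and 2. The means were 697 ± 337 against 1101 ± 624 CPM (SD, n = 2). The log2 fold change was -0.62 ± 0.51 (SE), lower in taPVAT in both numbers, with an edgeR adjusted p of 1, and it was 0.01 without BAT replicate 1. Ucp1 showed 266 to 1126 CPM in the other 5 classes tested, which was read as background RNA of adipocytes. Piezo1 (ENSRNOG00000056786), which encodes a mechanosensitive ion channel, measured 421 ± 90.5 CPM in taPVAT adipocytes and 436 ± 149 CPM in BAT adipocytes. Its log2 fold change was -0.01 ± 0.33, with an edgeR adjusted p of 1. It was 0.29 without BAT replicate 1, 0.16 without taPVAT replicate 2 and -0.30 without BAT replicate 2. In fibroblasts Piezo1 measured 211 ± 128 against 166 ± 28.4 CPM, a log2 fold change of 0.31 ± 0.45 that was -0.49 without taPVAT replicate 1, and in vascular endothelial nuclei 239 ± 28.1 against 272 ± 27.5 CPM, a log2 fold change of -0.23 ± 0.32. In mural nuclei its log2 fold change was -0.51 ± 0.56. There it was 0.14 without taPVAT replicate 2, and without taPVAT replicate 1 it was -2.01 and passed the threshold. Piezo1 stood at 33.6% to 62.1% of its adipocyte level in fibroblasts, 10.4% to 50.1% in mural nuclei and 46.5% to 88.1% in vascular endothelial nuclei. The median adipocyte marker stood at 31.3% to 62.2% in mural nuclei, above Piezo1 in each library. In vascular endothelial nuclei it stood at 37.5% to 62.9%, above Piezo1 in replicate 1 of both tissues and below it in replicate 2. Single markers reached 148% and 109% there in replicate 2 of taPVAT and BAT. The Piezo1 levels therefore cannot be told apart from background RNA of adipocytes, so no expression of Piezo1 by these classes is read from them. The edgeR adjusted p of Ucp1 and of Piezo1 was 1 in each class.

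**Figure D3:**
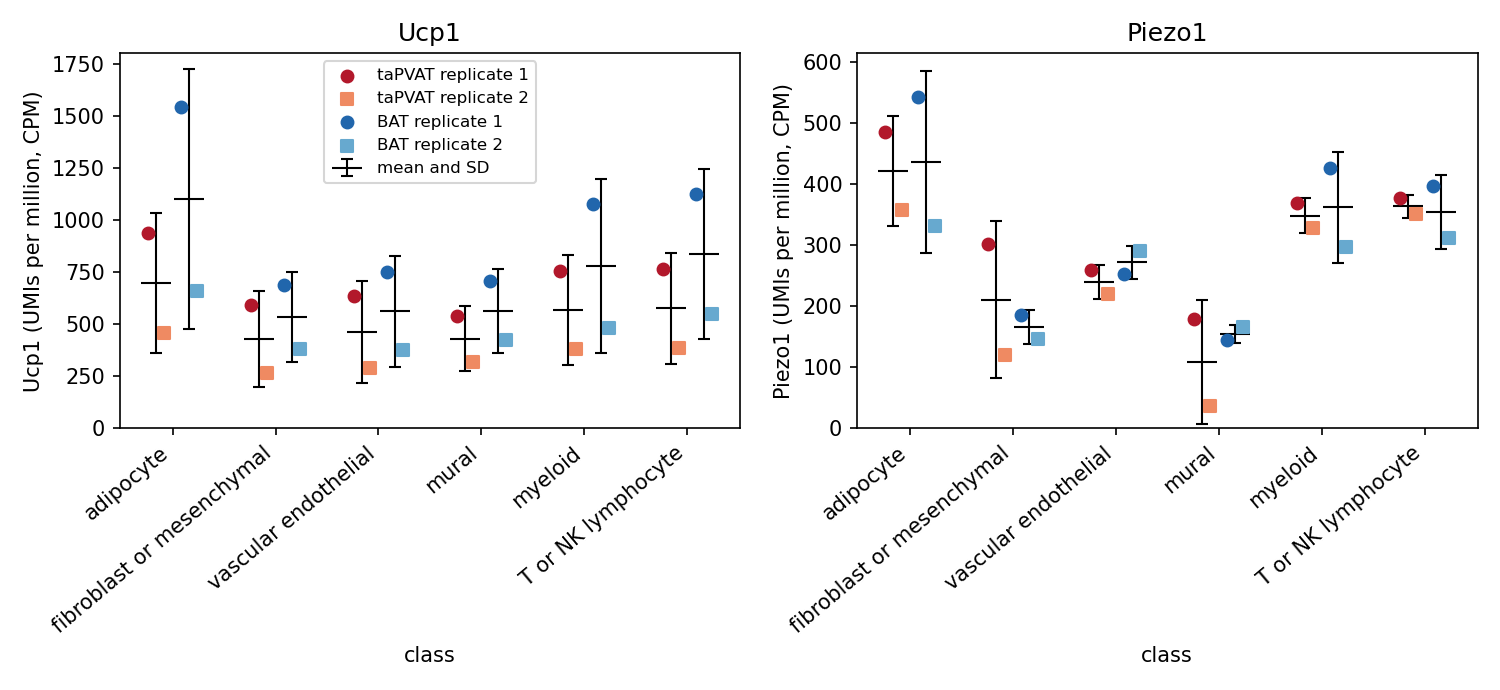
CPM of Ucp1 (left) and Piezo1 (right) on the vertical axes in 6 classes (horizontal axes), with 1 point per library, circles for replicate 1, squares for replicate 2, and black marks for the mean and SD of each tissue. In adipocytes Ucp1 lies between 458 and 1542 CPM and Piezo1 between 330 and 542 CPM, and the libraries of the tissues overlap for both.

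In fibroblasts the edgeR test called 4 of 10025 genes, 3 higher and 1 lower in taPVAT, while 350 had an unadjusted p under 0.05 and DESeq2 called 44, among them the 4. Piezo2 (ENSRNOG00000038784), another mechanosensitive channel gene, measured 71.9 ± 0.534 CPM (SD, n = 2) in taPVAT and 1.24 ± 0.760 CPM in BAT, a log2 fold change of 5.67 ± 0.49 (SE) with an edgeR adjusted p of 0.0187. Plod2 (ENSRNOG00000030183), which encodes a lysyl hydroxylase, measured 151 ± 0.653 against 5.07 ± 2.23 CPM, a log2 fold change of 4.81 ± 0.41 with an edgeR adjusted p of 0.0187. Col8a1 (ENSRNOG00000039668), a collagen gene, measured 173 ± 68.2 against 7.67 ± 2.94 CPM, a log2 fold change of 4.43 ± 0.47 with an edgeR adjusted p of 0.0407. Stmn2 (ENSRNOG00000011705) was lower in taPVAT at 3.52 ± 0.890 against 55.4 ± 6.24 CPM, a log2 fold change of -3.93 ± 0.41 with an edgeR adjusted p of 0.0407. Each of the 4 genes had its direction in both numbers. In nuclei with at least 1000 genes 0 genes were called, 242 had an unadjusted p under 0.05, and the 4 kept their directions. The count was 44 without BAT replicate 1, 18 without BAT replicate 2, 43 without taPVAT replicate 1 and 48 without taPVAT replicate 2, and each of these sets included the 4 genes. Without BAT replicate 1 the log2 fold change of Piezo2 was 6.46.

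In mural nuclei the edgeR test called 1 of 9150 genes, while 453 had an unadjusted p under 0.05 and DESeq2 called 3, this gene among them. Tbx15 (ENSRNOG00000019565), which encodes a T-box transcription factor, measured 6.99 ± 0.145 CPM (SD, n = 2) in taPVAT and 118 ± 10.8 CPM in BAT, a log2 fold change of -4.08 ± 0.38 (SE) with an edgeR adjusted p of 0.0377, lower in both numbers. The count was 0 without BAT replicate 1 and without BAT replicate 2, where the log2 fold changes were -4.05 and -4.14 and 448 and 143 genes had an unadjusted p under 0.05. It was 207 without taPVAT replicate 1 and 60 without taPVAT replicate 2, and both of these sets included Tbx15. It was also 0 with at least 1000 genes per nucleus, without doublet removal and with equal numbers of nuclei.

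**Figure D4:**
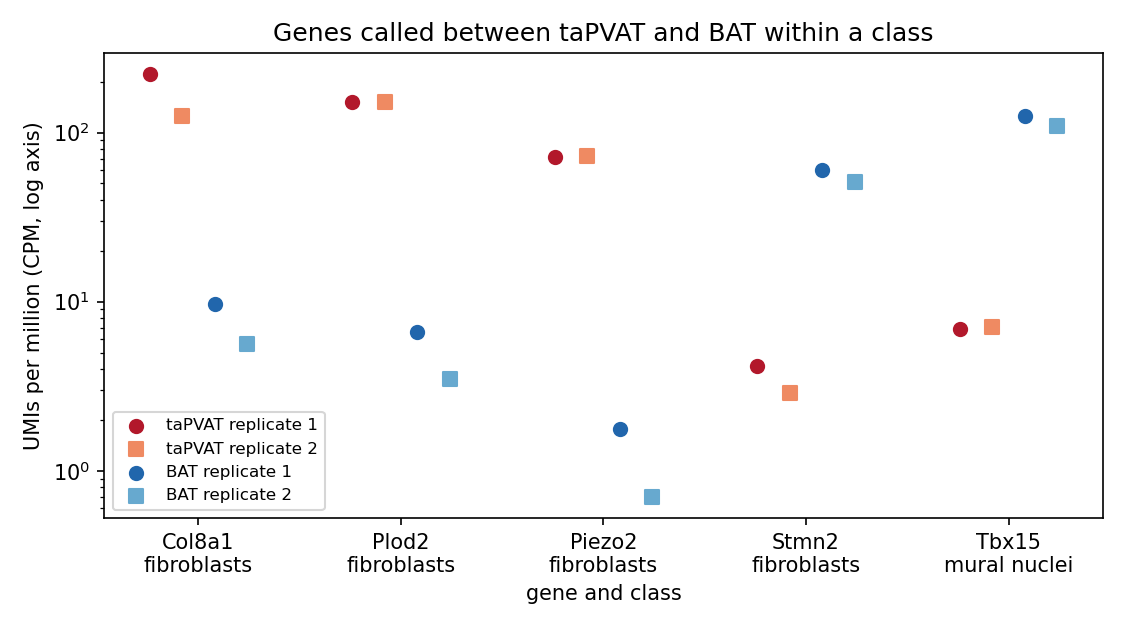
CPM on a logarithmic vertical axis of the genes called within a class (horizontal axis), with 1 point per library, circles for replicate 1 and squares for replicate 2. Piezo2 lies at 71.5 and 72.2 CPM in taPVAT fibroblasts against 1.77 and 0.699 CPM in BAT fibroblasts.

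In vascular endothelial nuclei the edgeR test called 0 of 10724 genes, while 98 had an unadjusted p under 0.05 and DESeq2 called 2. The count was 7 without BAT replicate 1, 16 without taPVAT replicate 1 and 28 without taPVAT replicate 2. The rule named Abi3bp and Mctp1, higher in taPVAT with log2 fold changes of 2.53 and 1.56, and Impdh1 and Ntrk3, lower at -1.12 and -1.31, each in both numbers and each at an edgeR adjusted p of 1. Abi3bp passed the threshold without taPVAT replicate 1 (2.94) and without taPVAT replicate 2 (2.01). Ntrk3 was at -2.05 without taPVAT replicate 1 and did not pass. Impdh1 stood at 55.1% to 128% of its adipocyte level here and Ntrk3 at 10.5% to 46.1%, so background RNA of adipocytes stays open for both.

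In myeloid nuclei the edgeR test called 0 of 9977 genes, while 114 had an unadjusted p under 0.05 and DESeq2 called 3. The count was 2 without taPVAT replicate 1 and 10 without taPVAT replicate 2. The rule named Hs6st3 and Slit2, higher in taPVAT with log2 fold changes of 2.74 and 2.18, and Impdh1 and Kcnc2, lower at -1.36 and -1.21, each in both numbers and each at an edgeR adjusted p of 1. Hs6st3 passed the threshold without taPVAT replicate 1 (2.62) and without taPVAT replicate 2 (2.85), and Slit2 without taPVAT replicate 2 (2.44). Without BAT replicate 1 Hs6st3 was at 3.67 and did not pass. The adipocyte markers lay at 60.9% to 76.8% of their adipocyte level in this class, and the rule named Slit2 and Impdh1 in adipocytes too, where Slit2 in taPVAT and Impdh1 in BAT reached higher CPM than here. Kcnc2 stood at 44.1% to 66.9% of its adipocyte level, so the differences of these 3 genes cannot be told apart from background RNA of adipocytes.

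In T or NK lymphocytes the edgeR test called 0 of 9587 genes, with a smallest adjusted p of 0.8, while 141 had an unadjusted p under 0.05 and DESeq2 called 3. The count was 81 without BAT replicate 1, 2 without taPVAT replicate 1 and 1 without taPVAT replicate 2. The rule named Vat1l and Foxp2, higher in taPVAT with log2 fold changes of 2.13 and 3.30 and an edgeR adjusted p of 0.8 each, and Impdh1 and Zfhx4, lower at -1.54 and -1.16 and an edgeR adjusted p of 1 each. Each had its direction in both numbers. Vat1l passed the threshold without BAT replicate 1 (2.22) and without taPVAT replicate 1 (2.30), and Foxp2 did so without BAT replicate 1 (3.89) and without taPVAT replicate 1 (2.77). In each library the 4 genes stood at 66.7% to 114% of their adipocyte level, and the adipocyte markers at 75.1% to 85.3%. The differences are therefore read as background RNA of adipocytes and not as differences between lymphocytes.

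Whether the difference between the tissues differs between adipocytes and fibroblasts was tested in 15219 genes. The edgeR test called 1 gene, while 388 had an unadjusted p under 0.05 and DESeq2 called 19, this gene among them. Asic2 (ENSRNOG00000058308), which encodes an acid-sensing ion channel, measured 67.4 ± 56.8 CPM (SD, n = 2) in taPVAT adipocytes and 1.83 ± 0.388 CPM in BAT adipocytes, and 46.1 ± 15.1 against 27.7 ± 0.332 CPM in fibroblasts. The log2 difference, fibroblasts minus adipocytes, was -4.31 ± 0.45 (SE) with an edgeR adjusted p of 0.0175, and it was negative in both numbers. With RLE scaling 0 genes were called and 351 had an unadjusted p under 0.05. There the edgeR adjusted p of Asic2 was 0.0879, the highest over its alternatives. The count was 4 without BAT replicate 1, 14 without BAT replicate 2, 238 without taPVAT replicate 1 and 210 without taPVAT replicate 2, and each of these sets included Asic2, with a log2 difference of -3.71 without taPVAT replicate 1 and -4.94 without taPVAT replicate 2.

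Gene lists ask whether sets of genes with a known role differ between the tissues. None of the 8 directional fry tests passed the threshold, and their adjusted p-values lay between 0.543 and 0.825. This does not show that the lists are alike in the tissues, since the simulated raised list was tested without adjustment. In adipocytes the median log2 fold change was -0.12 for the thermogenic list, 0.09 for the mechanotransduction list, -0.01 for the vasoactive list and -0.19 for the positional list. In fibroblasts the medians were -0.05, -0.02, -0.05 and -0.50, in the same order. No direction is drawn from these medians, since 7 of the 8 changed sign when 1 library was left out. For the vasoactive list in adipocytes and the mechanotransduction list in fibroblasts the median was negative while the mean and the direction of the test were positive. The mixed form of fry, which asks for changes in either direction, gave an adjusted p of 0.0276 for the positional list in adipocytes, 0.0273 for that list in fibroblasts and 0.0136 for the mechanotransduction list in fibroblasts. It gave 0.941 for each of the other 5 tests. Of 47 genes on the positional list, 19 were tested in adipocytes and 6 in fibroblasts. The alternatives for the lists were set against the directional form, and none left out Piezo2. The 3 results of the mixed form that passed therefore have no such check. With a preset correlation, camera passed the positional list in adipocytes, which did not hold under the directional fry test.

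Over all genes tested, 0 members of the lists were called in adipocytes by edgeR and 1, Piezo2, in fibroblasts. When adjusted over the list alone, 8 positional genes passed in adipocytes, all lower in taPVAT, and 4 in fibroblasts, 3 lower and 1 higher, and 1 mechanotransduction gene, Piezo2, passed in fibroblasts. The following positional genes are named after their values were seen. In adipocytes Zic1 had 0 UMIs in taPVAT and 436 in BAT, which makes it at least 123-fold lower in taPVAT, against a floor of 3 counts over the group. The positional median stays the same with Zic1 set at this bound, which lies below the median. The other 7 were En1, Lhx8, Hoxd3, Hoxd4, Hoxd8, Hoxd9 and Tbx15, with log2 fold changes between -2.37 for Tbx15 and -0.99 for Lhx8, and of these only Lhx8, Hoxd4 and Tbx15 had a mean above 10 CPM in BAT. In fibroblasts Tbx15 measured 35.2 ± 17.7 CPM (SD, n = 2) in taPVAT and 280 ± 14.9 CPM in BAT, a log2 fold change of -3.05 ± 0.44 (SE) with an edgeR adjusted p of 0.106 over all genes and 0.000876 over the list alone. Lhx8 and Hoxd4 were lower there at -1.20 and -1.64, but both were lower in taPVAT adipocytes too, so background RNA of adipocytes stays open for them. Hoxb3 was higher at 2.02.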

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

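The test of the scaling was chosen after the result was seen, and the test of single libraries before. Asic2 drew attention because its difference between the tissues differed between adipocytes and fibroblasts, with a log2 difference, fibroblasts minus adipocytes, of -4.31 in a test of that difference itself. In adipocytes it measured 108 and 27.2 CPM in taPVAT replicates 1 and 2 against 1.56 and 2.11 CPM in BAT replicates 1 and 2. In fibroblasts it measured 56.8 and 35.4 CPM against 27.5 and 27.9 CPM. The scaling of the sums as the cause is argued against by the other genes, since a scaling error shifts all genes alike. With sums divided by their totals alone, the median log2 difference of 15219 genes was 0.03 (0.0337) and that of Asic2 was -4.21. RLE scaling moved little, with -4.33 for Asic2, but its edgeR adjusted p no longer passed the threshold at 0.0879, the highest over its alternatives. One library alone as the cause is argued against by leaving out each library in turn: the value nearest 0 was -3.71, without taPVAT replicate 1. The count of genes called in this test was less steady. It was 1 with 4 libraries, 4 without BAT replicate 1, 14 without BAT replicate 2, 238 without taPVAT replicate 1 and 210 without taPVAT replicate 2. RNA of adipocytes in the fibroblast sums would raise Asic2 in taPVAT fibroblasts and so make the difference smaller, but how much of the fibroblast value it accounts for was not tested. Reads shared with other genes were not tested either. A difference between the adipocytes of the tissues stays among the open explanations. Within adipocytes alone the log2 fold change of 5.21 was not called by edgeR and was called by DESeq2, and the level in taPVAT adipocytes differed between the replicates as well.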

How the results depend on the processing

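The limit of 5% mitochondrial UMIs was chosen as an alternative after the data were seen, and the others were chosen before. Of 71 counts of called genes under alternatives other than leaving out a library, 33 moved beyond 1.5 times the reported count, 31 stayed at 0 as reported and 7 counts above 0 stayed within 1.5 times. Of 159 log2 fold changes or differences of named genes under such alternatives, 127 kept their direction and their side of the threshold, 25 came to pass it, 6 no longer passed it and 1 changed sign. Of 26 list tests, set against the directional form of fry and not the mixed form, 25 kept both and 1 came to pass. Of 74 share differences, the block left out, 47 moved by less than 1 SD between replicates, 14 moved further and 13 changed sign. Where a value moved, the cause was not tested unless given here.

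With DESeq2 the counts of called genes were 108 in all nuclei, 56 in adipocytes, 44 in fibroblasts, 2 in vascular endothelial nuclei, 3 in mural nuclei, 3 in myeloid nuclei, 3 in T or NK lymphocytes and 19 for the difference between adipocytes and fibroblasts. Without a low-count filter they were 61, 19, 138, 25, 117, 25, 24 and 53, in the same order, over more genes tested. The 4 fibroblast genes, Tbx15 in mural nuclei and Asic2 between the classes were among the called genes under both. RLE scaling moved the count for the difference between the classes to 0 by edgeR, with 351 genes at an unadjusted p under 0.05 and 19 by DESeq2, and left the counts of the 7 other fits within 1.5 times. RLE scaling in place of TMM moved the median log2 fold change of all genes by less than 0.1 in each class.

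With at least 1000 genes per nucleus edgeR called 0 genes in fibroblasts and 0 in mural nuclei, with 242 and 330 at an unadjusted p under 0.05, and 7 between the classes. DESeq2 was not run on this set. Without doublet removal it called 0 in mural nuclei, with 463 at an unadjusted p under 0.05, and 4 between the classes. With equal numbers of nuclei it called 7 in fibroblasts, 0 in mural nuclei, with 405 at an unadjusted p under 0.05, and 3 between the classes. Among genes at least as high in fibroblasts as in adipocytes it called 20, with 5807 instead of 10025 genes tested. The last 2 fibroblast counts included the 4 reported genes, and the counts between the classes included Asic2.

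Same-numbered libraries are not known to come from 1 rat. Their deviations from the tissue means correlated across genes with a Pearson r of 0.655 in adipocytes, 0.385 in fibroblasts, 0.567 in vascular endothelial nuclei, 0.139 in mural nuclei, 0.460 in myeloid nuclei and 0.481 in T or NK lymphocytes, and genes are not independent replicates. The first principal component separated the numbers in these classes, except in mural nuclei, where it separated the tissues. With the replicate number as a block edgeR called 301 genes in all nuclei, 337 in adipocytes, 43 in fibroblasts, 13 in vascular endothelial nuclei, 2 in mural nuclei, 9 in myeloid nuclei and 21 in T or NK lymphocytes. Under the block the 4 fibroblast genes and Tbx15 in mural nuclei were among those called. Of the genes named without being called, Slit2, Asic2, Impdh1 and Stk39 then passed in all nuclei and in adipocytes. Abi3bp and Mctp1 passed in vascular endothelial nuclei, Hs6st3 and Slit2 in myeloid nuclei, and Vat1l, Foxp2 and Impdh1 in T or NK lymphocytes. In the same model the number called 3981 genes in adipocytes, 19 in fibroblasts and 13 in mural nuclei. The log2 fold change of Piezo1 in adipocytes changed sign under the block, to 0.01 (0.012). The block moved no list test past the threshold and left each share difference as it was, since it averages the same values. The model between the classes holds each library as a term, so no block was added to it.

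Leaving out 1 library assumes that the lone library varies like the others. The counts of called genes then ranged from 0 to 46 in all nuclei, 0 to 115 in adipocytes, 18 to 48 in fibroblasts, 0 to 28 in vascular endothelial nuclei, 0 to 207 in mural nuclei, 0 to 10 in myeloid nuclei, 0 to 81 in T or NK lymphocytes and 4 to 238 between the classes. The highest count came without BAT replicate 2 in all nuclei and adipocytes, without BAT replicate 1 in T or NK lymphocytes, without taPVAT replicate 1 in mural nuclei and between the classes, and without taPVAT replicate 2 in the others. The lowest came without BAT replicate 2 in fibroblasts, without BAT replicate 1 between the classes and, at 0, without either taPVAT library in all nuclei, without taPVAT replicate 1 in adipocytes, without BAT replicate 2 in vascular endothelial nuclei and T or NK lymphocytes, and without either BAT library in mural and myeloid nuclei.

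Share differences, taPVAT minus BAT in percentage points, ranged with 1 library left out from -5.17 to 1.15 for adipocytes, -1.77 to 1.39 for vascular endothelial nuclei, -0.0691 to 0.435 for mural nuclei, -0.284 to 0.295 for T or NK lymphocytes, -0.0890 to 0.122 for B lymphocytes, -0.311 to 0.104 for Schwann cells, 0.722 to 1.15 for mesothelial nuclei, -0.139 to 0.729 for the erythroid or platelet class, -0.187 to -0.0150 for proliferating nuclei and -4.14 to 1.10 for the mixed class. Each end came from leaving out a taPVAT library, except for mural and proliferating nuclei, where the BAT libraries gave both.

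With at most 5% mitochondrial UMIs the difference changed sign for adipocytes (10.5), vascular endothelial nuclei (0.0216), mural nuclei (-0.473), myeloid nuclei (-0.384), T or NK lymphocytes (-0.682) and B lymphocytes (-0.182), and moved for lymphatic endothelial (0.222), mesothelial (0.375) and proliferating nuclei (-0.278), Schwann cells (-0.528) and the mixed class (-9.30). With at least 1000 genes per nucleus it changed sign for vascular endothelial nuclei (0.184), T or NK lymphocytes (-0.0355) and B lymphocytes (-0.00655). At Leiden resolution 0.5 it changed sign for T or NK lymphocytes (-0.00501) and the mixed class (0.392). As shares of non-adipocyte nuclei, with a smaller total by construction, it changed sign for T or NK lymphocytes (-0.533) and B lymphocytes (-0.121), and moved for fibroblasts (3.91), vascular endothelial (-2.74), myeloid (2.47), lymphatic endothelial (2.07), mesothelial (3.41) and proliferating nuclei (-0.674), Schwann cells (-0.675), the erythroid or platelet class (1.13) and the mixed class (-8.49).

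The camera test passed the positional list in adipocytes with the same median of -0.19 (-0.1945), at an adjusted p of 5.89e-08, while its other alternatives, leaving out 1 library included, lay between 0.554 and 0.965. With 1 library left out the list medians in adipocytes ranged from -0.26 without taPVAT replicate 1 to 0.01 (0.0128) without BAT replicate 1 for the thermogenic list, from -0.16 without BAT replicate 1 to 0.40 without BAT replicate 2 for the vasoactive list, and from -1.06 without taPVAT replicate 1 to 0.47 without taPVAT replicate 2 for the positional list. In fibroblasts they ranged from -0.96 without taPVAT replicate 1 to 0.41 without taPVAT replicate 2 for the thermogenic list, and from -0.17 without taPVAT replicate 2 to 0.13 without BAT replicate 1 for the mechanotransduction list. The vasoactive list ranged from -0.35 to 0.17 and the positional list from -1.19 to 0.55, without taPVAT replicate 1 and without BAT replicate 1.

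The log2 fold change of Ucp1 ranged with 1 library left out from -1.24 to 0.06 (0.058) in all nuclei, -1.22 to 0.01 (0.013) in adipocytes, -1.02 to 0.09 (0.091) in fibroblasts, -0.96 to 0.21 in vascular endothelial nuclei, -1.07 to 0.23 in myeloid nuclei and -1.08 to 0.01 in T or NK lymphocytes. The lowest values came without taPVAT replicate 1 and the highest without BAT replicate 1, or without taPVAT replicate 2 in fibroblasts. That of Piezo1 ranged from -0.34 to 0.27 in all nuclei, -0.30 to 0.29 in adipocytes, -0.26 to 0.21 in myeloid nuclei and -0.05 (-0.052) to 0.16 in T or NK lymphocytes, from without BAT replicate 2 to without BAT replicate 1. It ranged from -0.49 to 0.80 in fibroblasts and -2.01 to 0.14 in mural nuclei, from without taPVAT replicate 1 to without taPVAT replicate 2.

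A limit of 1% mitochondrial UMIs was not run, since it leaves 3 to 13 barcodes per library. The limit of 5% gave too few nuclei for the fits of fibroblasts, vascular endothelial nuclei and mural nuclei and for the difference between the classes. At Leiden resolution 0.5 the clusters highest in fibroblast, Schwann and mesothelial markers were named mixed, since a second list reached 0.202, 0.225 and 0.223 there. These classes therefore had no value, and the mixed class took in their nuclei. With 2 libraries per tissue, the permutation test of a share cannot go below 0.333.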

Other observations

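The tests of adipocyte RNA behind the fibroblast genes, of the cluster mix taken apart into Col8a1 and the other 3 genes, of the other groupings of the libraries, of immediate early genes, of feeding state and of the mesothelial class were chosen after the result was seen. The alternative with equal numbers of nuclei was chosen before, but its use as a test of the fibroblast genes was set down after the values were seen.

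The genes called in fibroblasts were Piezo2, Plod2 and Col8a1, higher in taPVAT, and Stmn2, lower. A different mix of the 2 fibroblast clusters is argued against for Piezo2, Plod2 and Stmn2. Within clusters 13 and 17 taken singly, both taPVAT libraries lay on the same side of both BAT libraries as in the whole class in 6 of 6 comparisons, although Piezo2 in cluster 13 rests on 8 and 6 UMIs against 1 and 0. Col8a1 was separated in cluster 17 only, where its lower taPVAT library had 46.0 times the CPM of the higher BAT library, and in cluster 13 its libraries overlapped. Finer differences within a cluster stay open. Mesothelial RNA or nuclei among the fibroblasts of taPVAT would need a larger fraction than was found. The excess of the mesothelial markers over BAT fibroblasts was taken as a percentage of their mesothelial level. Its median was 1.14% and 0.802% in the fibroblasts of taPVAT replicates 1 and 2, over 5 and 7 markers above 20 CPM. The highest marker stood at 15.2% and 17.2%. Piezo2, Plod2 and Col8a1 exceeded what the median and the highest fraction give in 6 of 6 values. RNA of adipocytes in the fibroblast sums is argued against, since in the tissue where each of the 4 genes was higher, its CPM in fibroblasts lay above that in adipocytes of the same library in 8 of 8 values. The adipocyte levels there were at most 1.96 CPM, against 51.0 CPM or more in fibroblasts. A difference in the number of nuclei between libraries is argued against as well, since 4 of 4 remained called with equal numbers of nuclei. Among the 3 groupings of the libraries into pairs, 1 called as many genes, the grouping by tissue, but 3 groupings are too few to exclude chance. Reads shared between genes and the amount of neighbouring tissue taken at dissection were not tested. A difference between the tissues in their fibroblasts stays an open hypothesis.

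Stmn2 is also one of the 8 markers on the neuron list. RNA of neurons in the BAT fibroblast sums would raise the other markers in BAT, yet 0 of the other 7 were higher in both BAT libraries. Snap25 went the other way, at 35.7 and 35.4 CPM in taPVAT replicates 1 and 2 against 14.6 and 6.99 CPM in BAT replicates 1 and 2. The remaining markers except Syt1 lay under 1 CPM in each library and say little.

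Grouping the 4 libraries by replicate number called more genes in adipocytes than grouping them by tissue, 2194 against 0 by edgeR, while 327 genes had an unadjusted p under 0.05 between the tissues and DESeq2 called 56. A difference in depth between libraries is argued against, since 2188 genes were called with all sums thinned to 1 total. What else sets the numbers apart cannot be told apart with these tests. A different time of day at tissue collection would move the arms of the circadian clock apart in both tissues. The arms lay 0.87 apart on the log2 scale in taPVAT, at the 99.4th percentile of random lists, and 0.63 (0.625) apart in BAT, at the 92.3rd percentile. The Dbp and Per arm had a median log2 difference, number 2 over number 1, of 0.35 in taPVAT and -0.09 in BAT, and the Arntl arm of -0.53 and -0.71. An immediate early or heat shock response gave a median of 1.93 in BAT, at the 100th percentile, but 0.23 (0.232) in taPVAT, at the 94.9th percentile. A different feeding state was tested as lipid synthesis minus fasting genes, which gave -0.19 (-0.191) in taPVAT and -0.26 in BAT, at the 18.7th and 21.9th percentiles. The lipid synthesis genes alone were lower in number 2, with medians of -0.31 and -0.61 at percentiles of 0.90 and 0.24, and the fasting genes were lower too, with medians of -0.12 and -0.35 at percentiles of 23.0 and 9.50. These percentiles describe 4 libraries, and genes are not independent replicates. The labels name nothing that follows the number, so animal, day and library preparation stay open.

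The replicate numbers also separated genes in vascular endothelial nuclei, with 1146 called. Clusters 10 and 19 also split endothelial nuclei by number, while cluster 14 held 24.3% to 31.4% of these nuclei in each library. Whether a mix of endothelial subtypes differs between the numbers was not tested, since clusters formed without integration can follow the same shift. RNA of adipocytes in the vascular endothelial sums is argued against as the whole cause. Among genes at least as high in endothelial nuclei as in adipocytes 9.93% were called, against 10.7% of all genes tested in the class. In myeloid nuclei the corresponding percentages were 1.54% and 4.31%, and in T or NK lymphocytes 3.44% and 6.13%, so RNA of adipocytes stays a candidate explanation for part of the genes called there.

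Mesothelial nuclei were seen in taPVAT only. Mesothelial nuclei of BAT placed in other clusters are argued against, since over all nuclei of a library the median mesothelial marker in BAT stood at 5.03% of its level in taPVAT, with 8 of 9 markers under 50%. The exception was Krt8 at 94.8%. Too few BAT nuclei to see the class is argued against by the limit that 0 nuclei allow, at most 0.0124% of a BAT library, against 1.15% and 0.722% in taPVAT. Whether more of the serous surface was taken with taPVAT at dissection was not tested, and it stays open beside a difference between the tissues.

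The mixed class held 7245 nuclei with an adipocyte profile and markers of another class. The presence of 2 nuclei in 1 droplet is a candidate explanation. The median doublet score of the mixed class lay above that of adipocytes in 4 of 4 libraries, including taPVAT replicate 2, where the doublet call was judged to have failed. Before doublets were removed, 31.3%, 21.4%, 18.9% and 19.8% of the mixed nuclei of taPVAT replicates 1 and 2 and BAT replicates 1 and 2 were among the barcodes to be removed, against 10.5%, 2.93%, 5.10% and 9.50% of adipocytes. These barcodes were chosen by their score in each library, so the percentages repeat the scores and add no support of their own. The libraries held 14765 to 44637 barcodes for a target of 10000.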
